A study of Mus musculus with 8 samples. Its data were reported in "Metabolic switch from fatty acid oxidation to glycolysis in knock‐in mouse model of Barth syndrome" (2023).

How the data were processed

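RNA sequencing was performed on pieces of heart from 4 wild-type (WT) mice and 4 TAZG197V mice, which carry a patient-derived point mutation in Tafazzin, the mitochondrial enzyme that remodels cardiolipin. Per the labels and the study's methods, the authors demultiplexed single-end reads with bcl2fastq, aligned them to mouse genome build mm10 with STAR and counted reads overlapping the exons of each gene with featureCounts. The deposited values are whole-number counts per Ensembl gene, not normalised. The annotation release, the strand setting and the handling of reads with several alignments were not stated. A read that matches more than 1 gene may be left uncounted by this procedure, so overlapping genes and genes with near-identical copies are reported as uncertain.

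Each file held 55471 gene rows and 92 rows for ERCC spike-ins. The spike-in rows summed to 0 counts over all libraries and were left out. Gene symbols and positions were taken from GENCODE M21 on GRCm38, the assembly that mm10 names, and 55144 gene IDs had a symbol there while 327 did not. Total counts per library ranged from 23055689 to 36301031. Such totals make counting error small for abundant genes, so the spread between mice sets the precision for most genes. Intervals or floors drawn from counts cover counting error only, because the reads carried no molecular identifiers.

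Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with genotype as the group, which left 15084 genes, and libraries were scaled by TMM. Surrogate variables were estimated with svaseq in sva 3.50.0 with genotype protected and random seed 1, which gave 2 variables. Genotype was tested with the quasi-likelihood F-test of edgeR, two-sided, with the surrogate variables as covariates and Benjamini-Hochberg adjustment over all genes tested. A gene was called when the adjusted p was under 0.05, the fitted fold change was beyond 1.15 in either direction and the mean size-factor-scaled count was at least 50. Levels are given as TMM-scaled counts relative to library size (CPM) with the SD over 4 mice. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic.

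The 12 gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and the p-values were adjusted over the 12 lists. Fisher's exact test set called members against the 12357 tested genes that reached the mean count of 50. The lists, the tests, the covariates and the naming rule were fixed before the counts were examined. The study and its supplement, which reports results from these same data, had been read by then. The text names the edited gene, the genes that the study's text names from mouse heart transcripts, and the 5 called genes with the largest rise and the 5 with the largest fall among those with a symbol and no overlap between genotypes. It also names up to 3 called members per list with the largest change and the marker genes that a test in the closing section needs. Genes outside this rule are named as such, and not every gene that meets it is reported.

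The procedure was tested on simulated counts drawn from the means and library sizes of the real data. Of 200 genes changed by known amounts among 14900 genes, 172 were called (86%), and 9 unchanged genes were called with them. The changes were of 1 or 2 on the log2 scale, up or down, in genes with a mean count of at least 50. Smaller changes, and changes in as large a share of genes as was called in the real data, were not tested. With an added library effect in 2 libraries, 175 of 200 were called among 14923 genes, together with 7 unchanged genes. Without surrogate variables these numbers were 171 and 1. With the library effect alone 0 of 14914 genes were called. The fits of simulated data found 0 surrogate variables without the library effect and 1 with it, so a fit with 2 was not tested in this way. In a simulation of 12 lists of 20 genes over 14935 genes, the 1 raised list passed and 0 of the 11 unchanged lists did. The simulated genes were drawn independently and the lists at random. This simulation therefore cannot show whether camera with its preset correlation is too lenient for lists whose members vary together.

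Alternatives were DESeq2 1.42.0 with the same surrogate variables, other numbers of surrogate variables, sequencing lane or the replicate number in their place, DESeq2 size factors, removal of mitochondrially encoded genes, no low-count filter, other cut-offs, other set tests, and omission of each library in turn. Omission of both number 4 libraries, and of list members with over 50% of their 50-base windows found in another gene, was chosen after seeing the data. Replicates were compared by a chi-square statistic over genes with a summed count of at least 10. It was at least 11.3 per gene within a genotype, so no library was a repeat of another. Pathway databases were not used here. Marker lists covered atrial, ventricular, adipocyte, skeletal muscle, neutrophil, red cell, fibroblast, endothelial, macrophage, sex and substrain genes. The study's supplement, read before these lists were written, gives Mybphl, Sln, Myl7, Myl4, Sbk2, Car3 and Cfd among the lower genes. Lower values of these genes are thus not independent support. Lists of brain, developing brain, peripheral nerve, liver, lung, kidney, testis and further erythroid genes, and of aminoacyl-tRNA synthetases, were added after a first look at the data.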

Results

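To address how loss of Tafazzin function affects cardiac transcripts, RNA was sequenced from hearts of 4 WT and 4 TAZG197V mice. Total counts were 30899550, 35223624, 26950687 and 23055689 in WT 1 to WT 4. They were 27262375, 36301031, 30403831 and 26560927 in TAZG197V 1 to TAZG197V 4. Mitochondrially encoded genes took 23.4% ± 1.41 of counts in WT and 22.7% ± 0.739 in TAZG197V (SD, n = 4 each). Libraries of the same genotype correlated at 0.958 to 0.993 across genes (Pearson, log2 CPM, genes are not independent replicates), and libraries of different genotypes at 0.93 to 0.967. The first principal component, with 47.1% of the variance, separated the genotypes. The second, with 25.4%, separated both number 4 libraries from the other 6. Libraries 1 and 2 of each genotype were sequenced in lane 7 and libraries 3 and 4 in lane 8, so lane did not coincide with genotype. With 2 libraries per genotype in each lane, within-lane values were not computed, and lane was used as a covariate instead, which gave 4235 called genes.

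The edited gene Taz (ENSMUSG00000009995, chromosome X, 74281912 to 74290151, plus strand, mm10) was transcribed in all libraries. Its counts were 1886, 2137, 1594 and 1328 in the WT libraries and 1322, 1868, 1436 and 1207 in the TAZG197V libraries. Scaled to library size this was 60.9 ± 2.36 CPM in WT and 47.3 ± 2.6 CPM in TAZG197V (SD, n = 4 each). The log2 fold change was -0.37 with a standard error of 0.055 and an edgeR adjusted p of 0.00124, and all 4 TAZG197V libraries lay below all 4 WT libraries. Over 17 alternative fits, which include those without 1 library, the log2 fold change ranged from -0.40 to -0.35. The counts do not show which base was read at the edited position.

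To identify transcripts that differ between the genotypes, 15084 genes were tested. Of these, 7271 had an unadjusted edgeR p under 0.05 and 5060 were called, 2785 higher and 2275 lower in TAZG197V. The alternative that moved the count most was a fold change of at least 1.5, under which 1843 genes were called. The 4 values of one genotype lay beyond the 4 of the other in 5007 of the genes tested, or 33.2%, where chance gives 2.86%. Among called genes this held for 3949.

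**Figure D1:**
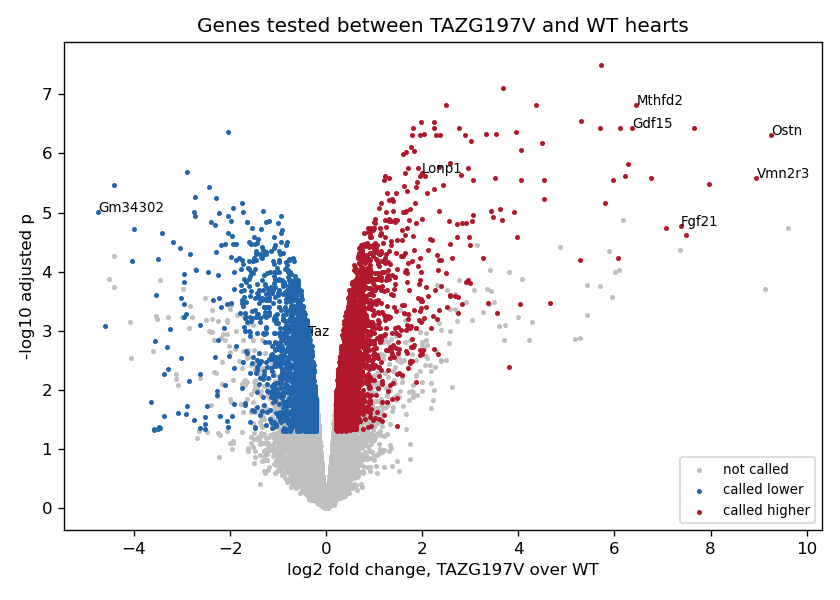
Log2 fold change of TAZG197V over WT (x axis) against -log10 of the edgeR adjusted p (y axis), 1 point per gene tested, red for the 2785 called higher and blue for the 2275 called lower. The rises reach further from 0 than the falls, with Ostn at 9.27 and Gm34302 at -4.74.

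The largest rises came from genes with few counts in WT. Ostn (ENSMUSG00000052276, chromosome 16, 27307489 to 27351212) had at most 6 counts in a WT library and at least 1182 in a TAZG197V library, or 51.2 ± 8 CPM in TAZG197V. Its log2 fold change was 9.27 with a standard error of 0.295 (edgeR adjusted p = 4.85e-07). Vmn2r3 (ENSMUSG00000091572, chromosome 3, 64257215 to 64289709) reached 178.6 ± 32.3 CPM against 0.345 ± 0.452 in WT. Adm2 (ENSMUSG00000054136, chromosome 15, 89322720 to 89324731), Soat2 (ENSMUSG00000023045, chromosome 15, 102150526 to 102163469) and Akr1b7 (ENSMUSG00000052131, chromosome 6, 34412334 to 34423142) followed with log2 fold changes of 7.98, 7.65 and 7.49. These estimates rest on few WT counts and varied with the library left out, for Ostn from 8.90 to 11.48.

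Among the largest falls were those of Gm34302 (ENSMUSG00000103476, chromosome 3, 63481112 to 63483879) at a log2 fold change of -4.74 and Plekhh1 (ENSMUSG00000060716, chromosome 12, 79029163 to 79081655) at -4.61. Ano5 (ENSMUSG00000055489, chromosome 7, 51511029 to 51598709) and Clcn1 (ENSMUSG00000029862, chromosome 6, 42286685 to 42315756) changed by -4.05 and -4.01. Gm34302 fell from 12.3 ± 4.54 to 0.451 ± 0.0935 CPM (edgeR adjusted p = 9.74e-06). Plekhh1 varied widely in WT, at 4.01 ± 3 CPM. The genes named here for a large rise or fall were protein-coding in the annotation and passed the adjusted p of 0.05 in each of the 17 alternative fits.

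Next, 12 gene lists fixed before the counts were examined were compared. Integrated stress response genes showed the largest shift, with a median log2 fold change of 3.60. Of 20 members 19 were called higher, and Vldlr was called lower (camera adjusted p = 2.71e-16). All 20 passed when adjusted over the list alone and also over all genes tested. Fgf21 rose from 0.0779 ± 0.105 to 13.1 ± 3.82 CPM, a log2 fold change of 7.38. This estimate rests on at most 6 counts in a WT library and ran from 6.925 to 8.818 with 1 library left out. Mthfd2 rose from 4.02 ± 1.03 to 361.8 ± 20.7 CPM (6.46) and Gdf15 from 0.999 ± 0.425 to 79.2 ± 18.9 CPM (6.37).

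Mitochondrial chaperones and proteases were shifted upwards (median 0.42, camera adjusted p = 0.000157), with 9 of 12 called higher and 1 lower. Of these 12, 10 passed when adjusted over the list alone and 10 over all genes tested. Lonp1 rose from 174.2 ± 16.7 to 702.8 ± 85.8 CPM (log2 fold change 1.99), while Hspa9 changed by 1.31 and Hspe1 by 0.91. NRF2 targets were shifted upwards as well (median 0.37, camera adjusted p = 0.000288), with 10 of 13 called higher and 0 lower, and 10 passed both when adjusted over the list alone and over all genes. Hmox1 rose by 1.22, Srxn1 by 1.02 and Txnrd1 by 0.62. Slc7a11 changed by 6.08, from 0.207 ± 0.236 CPM in WT, and ran from 5.72 to 7.03 with 1 library left out. Nfe2l2, which encodes NRF2, rose by 0.48 (edgeR adjusted p = 0.00144). Nqo1 rose by 0.54 but its genotypes overlapped, and its edgeR adjusted p was 0.0153. It passed in 8 of 17 alternative fits, with an adjusted p from 0.000578 under DESeq2 to 0.236 under edgeR without WT replicate 4. Its log2 fold change was 0.24 in the latter.

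**Figure D2:**
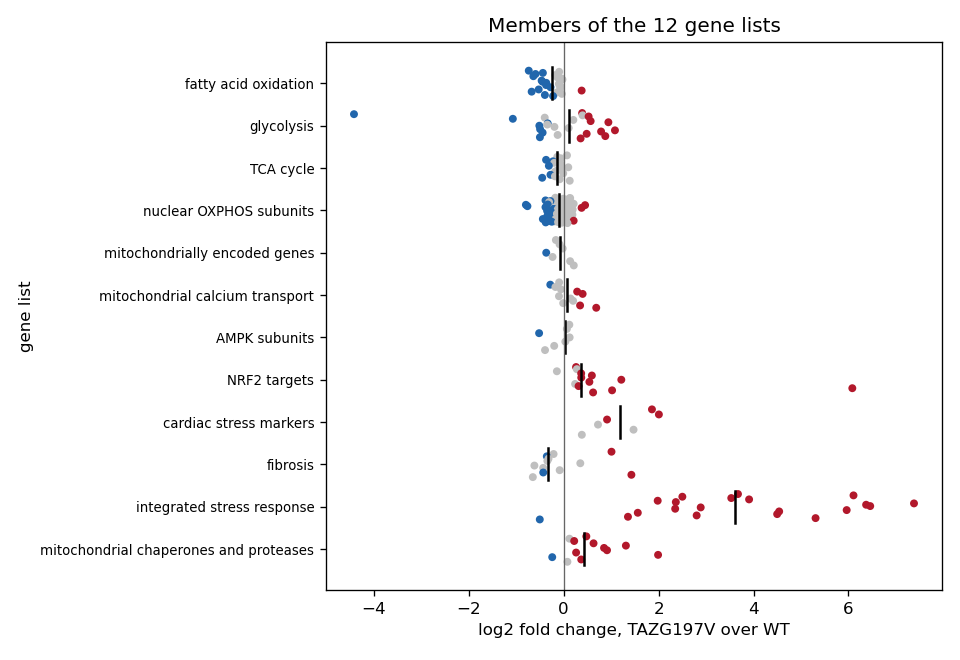
Log2 fold change of TAZG197V over WT (x axis) for the tested members of each of the 12 lists (y axis), 1 point per gene, red for called higher, blue for called lower and grey for not called, with a black line at the median. The integrated stress response median of 3.60 lies apart from the other medians, and glycolysis members lie on both sides of 0.

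Fatty acid oxidation genes were shifted downwards, with a median of -0.25 and a camera adjusted p of 8.41e-05. Of 24 members 13 were called lower and 1 higher, 15 passed when adjusted over the list alone and 14 over all genes. Cpt2 changed from 264.9 ± 13.4 to 194 ± 4.97 CPM (log2 fold change -0.46, edgeR adjusted p = 0.000491). Acaa2, Hadh and Acsl1 changed by -0.73, -0.67 and -0.64. Cpt1b did not differ (-0.02, edgeR adjusted p = 0.842), but 81.4% of its exon bases lie in exons of another annotated gene, so its counts cover part of its transcripts.

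Glycolysis genes moved in both directions, with 9 of 23 tested called higher, 7 lower and no shift of the list (camera adjusted p = 0.706). Of these, 19 passed when adjusted over the list alone and 16 over all genes. Slc2a1 rose by 0.88, Hk1 by 0.94, Pfkp by 1.08 and Aldoa by 0.39, and all 4 passed in every alternative fit. Eno3 changed by -1.07. TCA cycle genes (median -0.13, 5 of 18 called lower, camera adjusted p = 0.044) and nuclear OXPHOS subunits (median -0.10, 22 of 76 called lower and 3 higher, camera adjusted p = 0.0249) were shifted slightly downwards. Cox7a1 changed by -0.79 and Cox8b by -0.76, whereas Cox7a2 rose by 0.45. In the TCA cycle list, Sucla2, Dlst and Idh3b changed by -0.45, -0.37 and -0.31. Adjusted over the list alone, 5 TCA cycle and 26 OXPHOS members passed, the same numbers as over all genes. Across the fits that each left out 1 library the camera adjusted p ran from 0.0119 to 0.114 for the TCA cycle list and from 0.00106 to 0.200 for nuclear OXPHOS subunits, the highest of these without WT replicate 3.

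Of the 13 mitochondrially encoded genes, 7 reached testing, and the other genes had a mean of at most 0.125 counts, most of them with nearly all of their sequence found in other annotated genes. The 7 were not shifted (camera adjusted p = 0.65), 1 was called, mt-Nd2 at -0.37 (adjusted p from 0.000267 under DESeq2 to 0.0724 under edgeR without WT replicate 3), and 0 passed when adjusted over the list alone against 1 over all genes. Mitochondrial calcium transport genes were not shifted (camera adjusted p = 0.438), although Vdac3 rose by 0.69, Micu2 by 0.40 and Vdac2 by 0.35. Of the 12 members 4 were called higher and 1 lower. The lower one was Mcu at -0.28 (edgeR adjusted p = 0.0246), named here outside the naming rule. Adjusted over the list alone, 6 of 12 passed, as over all genes. AMPK subunits were not shifted (camera adjusted p = 0.653), and 2 of 7 passed adjusted over the list alone and over all genes. Prkab1 changed by -0.52 (edgeR adjusted p = 0.00394). Prkag2 changed by -0.20, with an edgeR adjusted p of 0.0334 that ran from 0.0205 to 0.126 over alternatives, and missed the call for its small fold change.

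Cardiac stress markers were higher as a list (median 1.19, camera adjusted p = 0.044), with 3 of 6 called, the number that also passed adjusted over the list alone and over all genes. Ankrd1 changed by 2.01, Acta1 by 1.86 and Myh7 by 0.92. With 1 library left out, Ankrd1 ran from 1.27 to 2.27 and Acta1 from 1.37 to 2.15. Both passed in each of the 17 alternative fits. Nppb (1.47, edgeR adjusted p = 0.161) and Nppa (0.72, edgeR adjusted p = 0.391) did not pass. Their spread was wide, with Nppb at 159.7 ± 150.4 CPM in WT and 298.4 ± 97.7 in TAZG197V (SD, n = 4 each). Nppa was at 71.7 ± 73.9 CPM in WT and 53.4 ± 49.2 in TAZG197V. The Nppa mean was thus lower in TAZG197V, opposite to the sign of its fitted change. Nppa is also uncertain because 61.5% of its exon bases lie in exons of another annotated gene on either strand. Its counts may therefore cover only part of its transcripts. Nppb passed without WT replicate 3, at 2.65 (edgeR adjusted p = 0.00463). Myh7 overlapped between genotypes and did not pass without WT replicate 4, at 0.47 (edgeR adjusted p = 0.334). Without WT replicate 4 the list had a camera adjusted p of 0.226, the highest of the fits that left out 1 library, which ran from 0.0108. Fibrosis genes were not shifted as a list (camera adjusted p = 0.506), although Tgfb2 rose by 1.43 and Ccn2 by 1.01 while Tgfb1 changed by -0.43. Without TAZG197V replicate 4 the change of Ccn2 was 0.55 (edgeR adjusted p = 0.0784). Of 12, 7 passed when adjusted over the list alone and 4 over all genes. Under fry, the integrated stress response, chaperone and protease, NRF2 and fatty acid oxidation lists passed, as did glycolysis and calcium transport. With the correlation estimated from the data, the integrated stress response list alone passed (adjusted p = 0.0355).

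**Figure D3:**
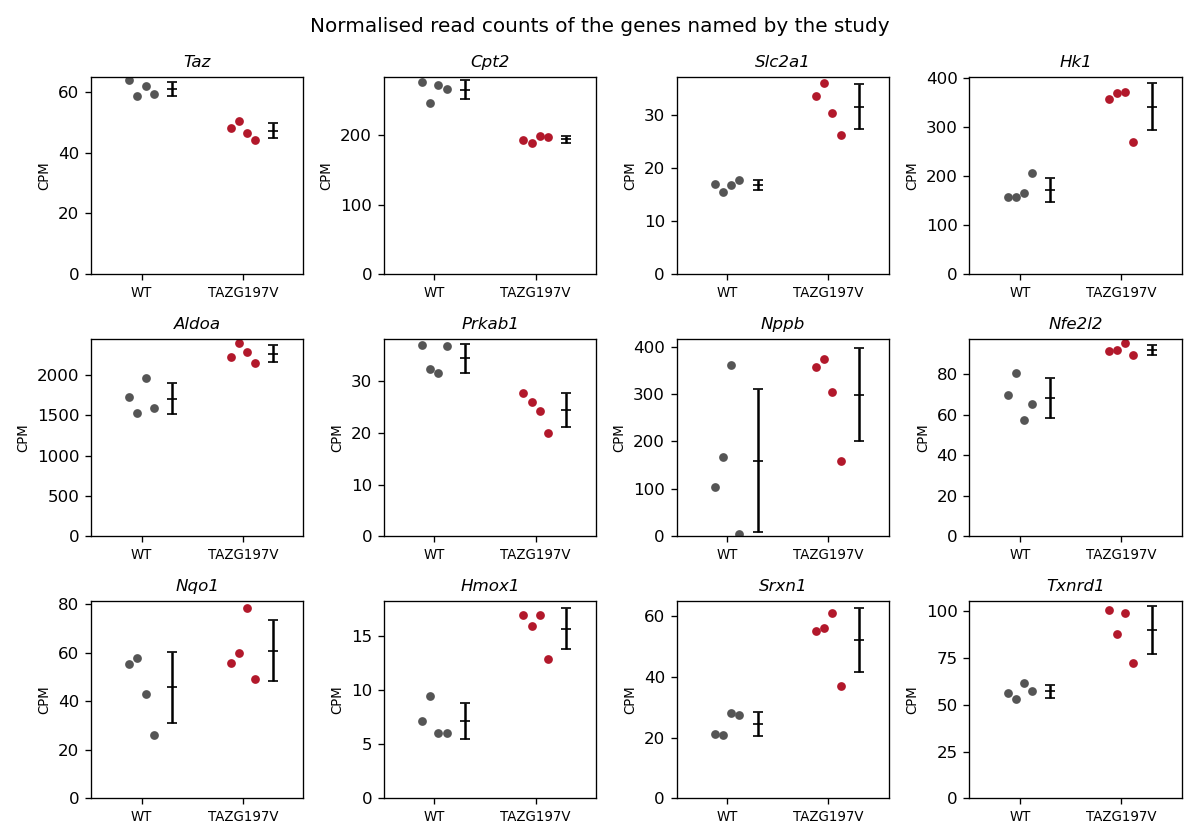
CPM (y axis, from 0) of 12 genes named by the study in each of the 4 WT (grey) and 4 TAZG197V (red) libraries, with the mean and SD beside the points. The genotypes do not overlap for Taz, Cpt2, Slc2a1, Hk1, Aldoa, Prkab1, Nfe2l2, Hmox1, Srxn1 and Txnrd1, and overlap for Nppb and Nqo1.

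**Figure D4:**
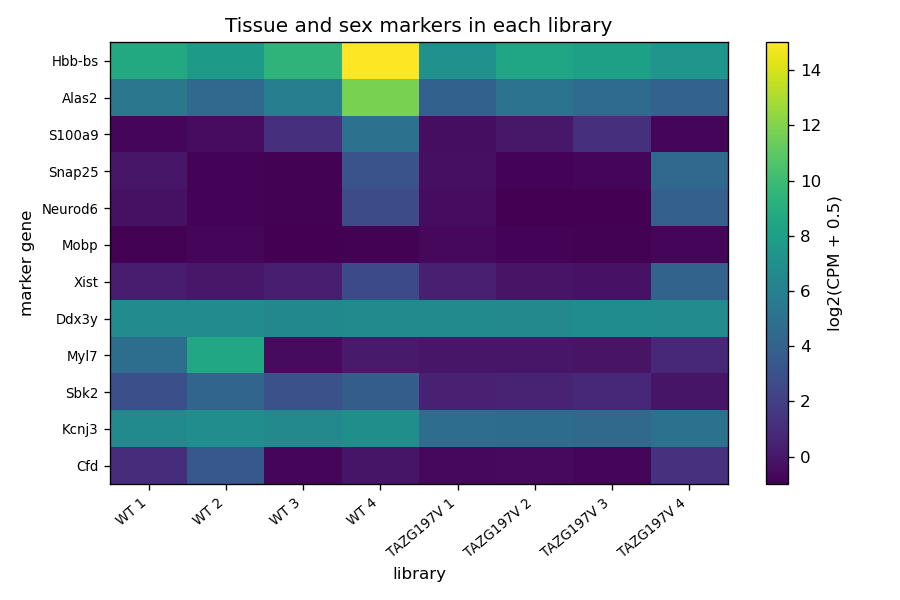
Colour gives log2(CPM + 0.5) of marker genes (y axis) in each of the 8 libraries (x axis). Hbb-bs reaches 32950 CPM in WT 4, Snap25 and Xist are raised in both number 4 libraries, and Sbk2 and Kcnj3 are lower in all 4 TAZG197V libraries.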

Values the study reported

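The study considered a gene differentially expressed when its baseMean was at least 50, its fold change was beyond 1.15 and its adjusted P-value was below 0.05.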

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

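Across 158 sets of 4 libraries, 11 held a library whose gap to its nearest neighbour, as a share of the range of the 4, was above the critical value of Dixon's test, where about 7.9 would be found by chance. The tests on adipocyte genes, on myelinated brain tissue and on female mice were chosen after the values were seen.

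Haemoglobin genes took 5% of counts in WT 4 and 0.0334% to 0.096% in the other WT libraries (gap 0.987 of the range). Hba-a1, Alas2 and Slc4a1 rose with them. More blood in the piece of heart may be the source, since 4 of 4 further erythroid genes were highest in WT 4. All 6 red cell markers were called lower in TAZG197V, with a median log2 fold change of -3.49. Without WT replicate 4, 0 of the 6 were called and the median was -0.84, so these calls rest on 1 library.

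Among the WT libraries the sex markers were highest in WT 4 (gap 0.935 of the range), with Xist at 5.61 CPM, against 16.4 CPM in TAZG197V 4. Among the TAZG197V libraries, the glycolysis list was high in TAZG197V 4 (0.895), and Hk1 (0.88) and Tgfb1 (0.878) were low. Aldoc, Eno2 and Xist were high in both number 4 libraries. Female hearts are argued against, because the lowest ratio of a Y-linked gene there to its mean in the other 6 libraries was 0.871. Cardiac nerves or ganglia are argued against too, as no peripheral marker passed 0.367 CPM. RNA from brain tissue stays open: 10 of 13 brain markers were higher in both number 4 libraries than in the other 6, with Slc1a2 at 30.7 and 78.7 CPM, though the heart libraries also hold Camk2a, Slc17a7 and Mbp, among others. Myelinated adult brain is not decided: relative to the other libraries of the genotype, Mbp was higher by 0.854 CPM in TAZG197V 4, where Snap25 was higher by 21.6, but by 6.07 in WT 4, close to the 7.85 of Snap25. Developing brain tissue may be a source, with 7 of 8 markers (Nnat at 30.6 and 73 CPM) higher in both number 4 libraries than elsewhere. Of the liver markers 2 of 5 and of the peripheral markers 2 of 5 were highest in both, all near 0 CPM, against 0 of the lung, kidney and testis markers. Between genotypes, 1 of the 6 brain markers tested was called higher and 3 lower, and of the 4 developing brain markers tested 0 were called.

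Among the WT libraries, Acta1 was low in WT 4 (0.921 of the range), at a log2 CPM of 6.53 against 8.22 to 8.36 in the others. Among the same libraries, in WT 2 the fibrosis list (0.832) and the fibroblast markers (0.881) were high, and in WT 3 the endothelial markers (0.899). Among the TAZG197V libraries the ventricular markers were lowest in TAZG197V 3 (0.843), at a mean log2 CPM of 7.63 against 7.65 to 7.66. No explanation was tested for these.

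The adipocyte markers were high in TAZG197V 4 among the TAZG197V libraries (0.925 of the range) and in WT 2 among the WT libraries. A different share of adipose tissue in the pieces may underlie this and the lower Cfd and Car3 in TAZG197V, since the markers' deviations from the genotype means had a mean correlation of 0.941 over the 8 libraries, where the 95th percentile of 10000 random lists was 0.202.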

How the results depend on the processing

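Omission of both number 4 libraries was chosen after seeing the data. The Tafazzin change and the direction of all 12 lists kept their sign in every alternative, with Tafazzin from -0.40 to -0.35 and an adjusted p of at most 0.00671. For the glycolysis and AMPK lists members go both ways, so the direction carries little. Genes called ranged from 3675 to 5193 among alternatives other than cut-offs, and of the 5060 between 71.8% and 99.8% were shared. A fold change of at least 1.5 left 1843 genes, 998 higher and 845 lower, by construction. Across the 8 fits that each left out one library, 3675 to 4816 genes were called, 2125 to 2679 higher and 1550 to 2145 lower.

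The camera adjusted p of the TCA cycle list was 0.0695 under DESeq2, 0.0691 with 1 surrogate variable, 0.0646 with lane and 0.0541 without the low-count filter. It was 0.0819 without both number 4 libraries, and with each library left out it ran from 0.0119 to 0.114. That of the cardiac stress markers list was 0.133 under DESeq2, 0.127 without surrogate variables, 0.116 with 1, 0.0731 with lane, and 0.195 without both number 4 libraries, and from 0.0108 to 0.226 with 1 library left out. For the nuclear OXPHOS subunits list the latter range was 0.00106 to 0.200. Fry gave 0.0958 for the TCA cycle, 0.26 for OXPHOS, 0.0573 for stress markers, 0.0393 for glycolysis and 0.0388 for calcium transport. Fisher's exact test gave 0.542, 0.0676 and 0.397 for the first 3. An estimated correlation gave 0.646 for fatty acid oxidation, 0.778 for the TCA cycle and OXPHOS, 0.349 for NRF2 targets and for chaperones and 0.71 for stress markers. The cause was not tested.

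The correlation of deviations from the genotype means was 0.278, 0.0436, 0.28 and 0.416 for the libraries that share numbers 1 to 4 in their titles, and ran from -0.464 to 0.317 for different numbers. Because number 2 showed little correlation, the numbers were not treated as pairing the libraries, although the number 4 libraries deviated together. With a replicate block in place of surrogate variables 4272 genes were called, and the TCA cycle and stress marker lists both had an adjusted p of 0.062.

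The Nppa log2 fold change reversed to -0.43 without surrogate variables, -0.18 with 1, -0.45 with lane, -0.0663 without the low-count filter and -0.49 without both number 4 libraries. Leaving out WT replicate 4 or TAZG197V replicate 4 gave -0.90 and -0.37, and the fits without 1 library ran up to 1.18. Cpt1b, near 0, became 0.053 without WT replicate 1 and 0.021 without TAZG197V replicate 2, in a range from -0.099 among such fits. Its adjusted p reached 0.906, and that of Nppa 1. Other named genes lost their adjusted p under 0.05 in 17 cases with 1 library left out and 9 cases otherwise (Nqo1, Prkag2, Myh7, mt-Nd2 and Ccn2), and Nppb gained it in 1 case of each kind.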

Other observations

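The tests of the cardiomyocyte share, of Cpt1b, of the atrial genes and of the synthetases were chosen after the results were seen. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many genes called, called higher or called lower. The next split gave 267. Surrogate variables were estimated again in each split and can absorb the genotype there, which lowers the other counts. For Tafazzin and for the NRF2, integrated stress response and chaperone lists 1 split, the real one, was as large. For fatty acid oxidation 4 splits were. Shifts as large arose in 34 splits for glycolysis, 20 for the TCA cycle, 24 for OXPHOS subunits, 26 for mitochondrially encoded genes, 11 for calcium transport, 22 for AMPK, 15 for stress markers and 26 for fibrosis. The split by lane was as large for glycolysis, OXPHOS, mitochondrially encoded genes and AMPK, for which lane as a covariate gave adjusted p of 0.586, 0.0289, 0.586 and 0.586. Camera with its preset correlation may thus be too lenient for coherent lists here.

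Lanes do not account for the calls, as 4235 genes were called with lane as a covariate. Nor do the 2 libraries with Xist, as 5193 were called without them. Calls were not concentrated near the edited locus: 24 of 63 X-linked genes within 10 Mb of Taz were called (38.1%), against 133 of 327 others (40.7%, Fisher's exact test, two-sided, p = 0.78). Effects of a few alleles carried along there stay open, because they would hardly change so large a share. A difference in substrain background cannot be told apart from genotype, because 47.5% of the exon bases of its marker Nnt lie in another annotated gene, Entpd4 had no counts and Wdfy1 alone was called.

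The lower OXPHOS subunits might reflect fewer cardiomyocytes, but the fibroblast markers fell too (median log2 fold change -0.44), endothelial ones had a median of -0.33 and macrophage ones of -0.04. After a trend on GC content and gene length was removed, the p of the list was 0.000753, and that of the integrated stress response list 3.15e-17. A change in the cardiomyocytes stays open as a hypothesis for the latter.

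Of 20 cytosolic aminoacyl-tRNA synthetase genes 18 were called higher (median log2 fold change 1.44). A general rise of all synthetases is argued against, since 17 mitochondrial ones had a median of -0.0393, with 2 called higher and 2 lower.

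Of 8 atrial markers tested 5 were called lower. A different share of atrial tissue may explain lower Myl7 and Myl4, and the values of Sln and Mybphl, which did not reach testing. The genotypes overlapped for 4 of the 4, and Myl7 reached 384.1 CPM in WT 2 against 0.194 in WT 3. A different atrial share does not account for Sbk2 and Kcnj3, whose lowest WT library was 5.92 and 2.99 times the highest TAZG197V library. These genes were singled out after their values were seen. Of the genes called lower, Myl7, Myl4 and Sbk2 were already known as lower from the study's supplement, read beforehand.

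Counting may hide genes. Of 10 list members with over 50% shared windows, 5 had a mean under 10 counts, against 2 of 223 others (Fisher's exact test, two-sided, p = 9.3e-07). For Cpt1b, 81.4% of exon bases overlap another gene, and for Nppa 61.5%.

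Of the remaining marker lists, skeletal muscle, neutrophil, macrophage and sex genes had 0 called. Fibroblast genes had 4 of 6, endothelial genes 2 of 6, ventricular genes 2 of 6 and adipocyte genes 2 of 2 called lower. The 2 adipocyte genes, Cfd and Car3, were known as lower from the study's supplement when the list was written. S100a9 reached 31.4 CPM in WT 4.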
